A study of Caenorhabditis elegans with 16 samples.

How the data were processed

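The samples were 16 polyA RNA sequencing libraries of whole *Caenorhabditis elegans* of strain SS104, which carries the temperature-sensitive glp-4(bn2) mutation and is sterile when raised at the restrictive temperature. RNA was taken from adults on day 3. The 4 groups of 4 replicates were an untreated control, curcumin given as a phytosome at 5 mg/mL, sulforaphane at 0.625 mg/mL, and the combination of both at the same doses. The labels name no vehicle for the control, so an effect of a carrier cannot be separated from the effect of a compound.

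The authors deposited a table of raw read counts per gene and a table of FPKM values, with 1 column per library. The aligner, the counting program, their versions and the strandedness of the counting are not stated per the labels. The deposited count table lists 47029 genes, of which 93 are loci outside the reference annotation. The gene identifiers are NCBI Gene IDs on assembly WBcel235, and 46920 of them matched the RefSeq gene table of that assembly, with 98.51% of the starts and 98.34% of the ends equal. The authors' FPKM values were checked against the counts. They equalled the count divided by the gene length and by 1 depth per library. That depth was the DESeq2 median-of-ratios size factor times the geometric mean of the total counts, and it lay between 0.95 and 1.07 times the total count. Coordinates are 1-based, as in the deposited table, on WBcel235.

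The main analysis used the deposited raw counts in edgeR 4.0.16 under R 4.3.3. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, which left 14328 tested genes. TMM factors scaled the libraries. A quasi-likelihood model with 1 mean per group was fitted to all 16 samples, and F tests were made for the 6 pairs of groups. A further contrast, called the interaction, asked whether the log2 change of the combination differed from the sum of the log2 changes of curcumin and sulforaphane. All tests were two-sided. P-values were adjusted by the Benjamini-Hochberg method over the tested genes, and a gene was called at an adjusted p under 0.05. The SE given with an edgeR log2 change is the size of the change divided by the square root of the F statistic. It was not estimated separately, and it may be too small where a group had few counts. CPM values are counts scaled by the TMM-adjusted library size, and log2 CPM used a prior count of 2. A fold change against a group whose libraries all had 3 counts or fewer was computed against 3 counts and is given as a lower bound. Intervals and floors of this kind cover counting error only, since the reads carry no molecular identifiers.

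Overlaps between comparisons were counted without a p-value, because the comparisons share the control samples. Correlations of log2 changes were computed across genes, which are not independent replicates. For them the 4 controls were divided 2 and 2 between both changes, and the mean over the 6 assignments is reported. Gene families were defined from gene names as 13 sets and tested by camera in limma 3.58.1 on log2 CPM with an inter-gene correlation of 0.01, adjusted over 39 tests. A list of 16 genes for stress response, detoxification, lipid storage and muscle was fixed beforehand and adjusted over all genes and over the list alone.

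Genes were named by a rule. For each comparison with control and for the interaction, the 3 largest rises and the 3 largest falls in log2 change were taken among called genes with a mean CPM of at least 5 over the groups compared. For the comparisons with control, the 4 replicates of both groups also had not to overlap. The 16 listed genes were added. The groups, the tests, the rule, the list, the families and the alternatives were chosen before the data were examined, except for additivity on the linear CPM scale, the replicate block with an estimated correlation for families, and a narrowing of 1 protein-domain set, which were chosen after. The closing section says in each part which further tests were chosen after a result was seen.

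The replicate numbers come from the sample titles, and the same numbers 1 to 4 occur in every group. The titles do not say that libraries of the same number were handled together. This was checked by correlating the libraries' residuals from their group means across genes: the mean correlation was 0.109 for the 24 pairs of libraries with the same number in different groups, and -0.0364 for the 72 pairs with different numbers. Because of this, results with the replicate number as an added factor (the replicate block) are given beside the main results.

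The alternatives were DESeq2 size factors, library size alone, genes with at least 1 read in any sample, genes with at least 10 counts in every sample, the DESeq2 1.42.0 Wald test, a fit to only the groups compared, the replicate block, limma-trend on the authors' FPKM with a pseudocount of 1 or 0.1, and 1 surrogate variable from sva 3.50.0. Further ones were an added fold change of at least 2, leaving out each replicate in turn, and for families the fry test and an inter-gene correlation estimated per family. The correlations were also tried with all controls in both changes, with Spearman's coefficient and with genes of mean CPM of at least 10.

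The pipeline was tested on simulated data with the same design. With 200 genes changed, edgeR recovered 198 with the right sign and called 4 unchanged genes, and it recovered 89 of 100 simulated interactions. In a comparison with nothing changed it called 0 genes. The DESeq2 Wald test recovered 99% of the changed genes and limma on FPKM recovered 97.5%. The changed genes were drawn from genes with higher counts and moved at least 2-fold. No difference between replicate numbers was simulated. In the real data 433 of the 2089 genes called for curcumin changed at least 2-fold. The recovery of smaller changes was not simulated. For families, camera called the 1 family that was moved and 0 others. The simulated genes varied independently of each other, so this could not show false family calls that arise from correlated genes.

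Sequence similarity between paralogs and GC content were not analysed here. Genes that overlap another gene on the chromosome are reported as uncertain, because the strandedness of the counting is not stated, and less so where the overlapping gene had few counts. Members of families of similar sequence are uncertain for the same kind of reason. Figures were drawn with matplotlib 3.10.9.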

Results

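Gene expression was measured by polyA RNA sequencing in whole sterile SS104 worms on day 3 of adulthood. There were 4 groups of 4 replicates: an untreated control, curcumin given as a phytosome (a lipid complex) at 5 mg/mL, sulforaphane dosed at 0.625 mg/mL, and both compounds together. The total count per library ranged from 14315538 in sulforaphane replicate 1 to 19964755 in curcumin replicate 1. Total counts averaged 15373988 ± 373805 (SD, n = 4) in the control group, 16842808 ± 2257673 (SD, n = 4) in the curcumin group, 15413994 ± 733512 (SD, n = 4) in the sulforaphane group and 15711972 ± 1025644 (SD, n = 4) in the combination group. Between 18434 and 19027 genes per library had at least 1 read, and 14328 genes were tested. Ribosomal RNA genes took 1.39% to 2.81% of the counts of a library. The vitellogenin (yolk protein) genes took 19.6% ± 0.383 (SD, n = 4) of the counts in the control group, 22.9% ± 0.974 (SD, n = 4) with curcumin, 19.7% ± 0.325 (SD, n = 4) with sulforaphane and 23.7% ± 0.755 (SD, n = 4) with the combination.

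In a principal component analysis of log2 CPM, component 1 held 30.4% of the variance and component 2 held 19.9%. Group membership accounted for 99.4% of the variance along component 1 and 96.6% along component 2. Component 3 held 7.35% of the variance, and the replicate number accounted for 85.4% of the variance along it.

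**Figure D1:**
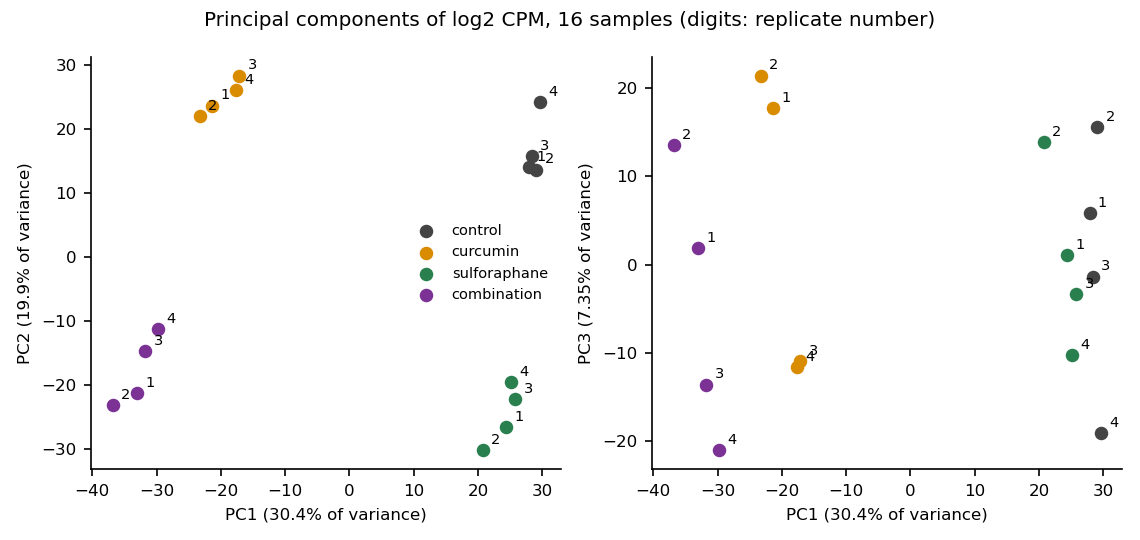
Principal components 1, 2 and 3 of log2 CPM for the 16 libraries; each point is a library, coloured by group, and the digit beside it is its replicate number. The 4 groups lie apart on components 1 and 2 (30.4% and 19.9% of the variance), and component 3 (7.35%) follows the replicate number.

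The comparison of curcumin with control addressed which genes curcumin changes in these worms. Among the 14328 tested genes, 2089 had an adjusted p under 0.05 (edgeR), of which 984 were higher and 1105 were lower with curcumin. With DESeq2 size factors 1045 were higher and 1041 lower, so which direction held more genes depended on the scaling. Of these genes, 433 also changed at least 2-fold, and this added condition moved the count most. With the replicate block, for which the mean correlation of same-numbered libraries was 0.109, edgeR called 2603 genes, including 2088 of the 2089.

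The genes with the largest rises under curcumin were *spp-9*, *spp-12* and *lact-6*. *spp-9* (NCBI Gene 188888, a saposin-domain gene on chromosome X, 11487784 to 11488203, WBcel235) rose from 5.82 ± 4.07 CPM in the control to 1780 ± 64 CPM with curcumin (SD, n = 4), a log2 change of 8.25 (SE 0.35, edgeR adjusted p 6.56e-15). *spp-12* (188762, chromosome V, 13889816 to 13890327) rose from 3.23 ± 0.562 to 270 ± 35.1 CPM (SD, n = 4), a log2 change of 6.38 (SE 0.14, edgeR adjusted p 9.13e-21). *lact-6* (182288, chromosome IV, 17429597 to 17431387) rose from 0.554 ± 0.352 to 37.1 ± 8.7 CPM (SD, n = 4), a log2 change of 6.04 (SE 0.24, edgeR adjusted p 1.51e-15). It is uncertain, because it overlaps C06A12.3, which had 6343 counts over all libraries against 5547 for *lact-6*. The largest falls were in C17F4.7, *gba-4* and *scav-5*. C17F4.7 (173668, chromosome II, 3245087 to 3246015) fell from 6130 ± 721 to 50.5 ± 12.4 CPM (SD, n = 4), a log2 change of -6.92 (SE 0.15, edgeR adjusted p 9.13e-21). *gba-4* (177314, chromosome IV, 5344592 to 5350897) fell from 57.8 ± 8.66 to 1.22 ± 0.384 CPM (SD, n = 4), a log2 change of -5.55 (SE 0.19, edgeR adjusted p 1.13e-16). *scav-5* (181200, chromosome X, 9858365 to 9861738) fell from 21.8 ± 2.08 to 0.679 ± 0.334 CPM (SD, n = 4), a log2 change of -4.99 (SE 0.22, edgeR adjusted p 8.21e-15). It is also uncertain, because it overlaps *gst-36*, which had 16229 counts against 2977. That the replicates of the curcumin and control groups did not overlap in these 6 genes was a condition of the naming rule.

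The comparison of sulforaphane with control addressed which genes sulforaphane changes. It gave 961 genes with an adjusted p under 0.05 (edgeR), of which 621 were higher and 340 were lower. A fold change of at least 2 moved the count most, to 209. The share of higher genes depended on the scaling: it was 64.6% with TMM factors and 53.4% with library size alone, where 521 genes were higher and 454 were lower. With the replicate block edgeR called 1469 genes, including all 961.

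*gst-37* (NCBI Gene 189575, a glutathione S-transferase gene on chromosome V, 1921621 to 1922381, WBcel235) had at most 1 count in any control library and 59.6 ± 8.65 CPM with sulforaphane (SD, n = 4). It was at least 310-fold higher than the control, with an edgeR adjusted p of 1.17e-19. *asp-15* (189740, an aspartyl protease gene on chromosome V, 19043215 to 19044853) had 0 to 4 counts in the control libraries and rose from 0.0822 ± 0.126 to 49.4 ± 10.4 CPM (SD, n = 4), a log2 change of 9.13 (SE 0.4, edgeR adjusted p 1.88e-14). With so few control counts this SE may be too small. *stdh-2* (184337, chromosome V, 16224327 to 16225655) rose from 1.62 ± 0.205 to 264 ± 20.8 CPM (SD, n = 4), a log2 change of 7.35 (SE 0.13, edgeR adjusted p 1.3e-22). The largest falls were in *cyp-14A3* (187185, chromosome X, 13271837 to 13274202), *ilys-3* (177033, chromosome IV, 2464456 to 2465443) and *bcmo-1* (189959, chromosome II, 12830676 to 12832717). *cyp-14A3* fell from 41.9 ± 11.2 to 2.66 ± 0.923 CPM (SD, n = 4), a log2 change of -3.96 (SE 0.21, edgeR adjusted p 7.3e-13). *ilys-3* fell from 10.4 ± 5.58 to 1.13 ± 0.304 CPM (SD, n = 4), a log2 change of -3.18 (SE 0.43, edgeR adjusted p 1.2e-05). *bcmo-1* fell from 16.4 ± 0.838 to 1.92 ± 0.886 CPM (SD, n = 4), a log2 change of -3.09 (SE 0.23, edgeR adjusted p 9.62e-10). Curcumin moved *cyp-14A3* the other way, to 205 ± 15.9 CPM (SD, n = 4), a log2 change of 2.29 (SE 0.15, edgeR adjusted p 1.95e-11).

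The comparison of the combination with control addressed what both compounds change together. It gave 3303 genes with an adjusted p under 0.05 (edgeR), 1728 higher and 1575 lower, and the fold condition moved the count most, to 821. With library size alone 1481 genes were higher and 1953 lower, so here too the direction that held more genes depended on the scaling. The replicate block gave 3981 called genes (edgeR), including 3299 of the 3303. By the naming rule the largest rises were in *gst-37*, *asp-15* and *spp-9*, and the largest falls in C17F4.7, *clec-42* and F55G11.4. *gst-37* reached 52.6 ± 5.34 CPM (SD, n = 4), at least 274-fold above the control (edgeR adjusted p 1.15e-19). The log2 change was 8.70 for *asp-15* (SE 0.41, edgeR adjusted p 2e-14) and 8.66 for *spp-9* (SE 0.36, edgeR adjusted p 1.77e-15). It was -7.87 for C17F4.7 (SE 0.16, edgeR adjusted p 7.33e-22). *clec-42* (NCBI Gene 180189, a C-type lectin gene on chromosome V, 18191412 to 18194168, WBcel235) fell from 18.2 ± 2.17 to 0.174 ± 0.266 CPM (SD, n = 4), a log2 change of -6.62 (SE 0.38, edgeR adjusted p 1.15e-12). The combination libraries had 0 to 9 counts of *clec-42*, so this SE may be too small. F55G11.4 (178248, a CUB-like domain gene on chromosome IV, 12973624 to 12975603) fell from 5340 ± 552 to 138 ± 11.7 CPM (SD, n = 4), a log2 change of -5.28 (SE 0.09, edgeR adjusted p 7.73e-23). Reads shared with genes of similar sequence were not tested for the *spp*, *gst*, *clec* and CUB-like genes, which are uncertain to that extent.

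The treated groups were also compared with each other, which addressed whether the expression changes were distinct. The combination differed from curcumin in 1049 genes, 666 higher and 383 lower (edgeR, adjusted p under 0.05), and from sulforaphane in 2692 genes, 1366 higher and 1326 lower. Against sulforaphane, 1309 were higher and 1366 lower with DESeq2 size factors, and 1316 and 1361 with library size alone. Curcumin differed from sulforaphane in 2596 genes, 1092 higher and 1504 lower with curcumin. With library size alone the combination had 584 genes higher and 493 lower than curcumin, and curcumin had 1270 higher and 1396 lower than sulforaphane. The fold condition moved these counts most, to 234, 575 and 659. The counts were 1526, 3260 and 3161 with the replicate block.

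**Figure D2:**
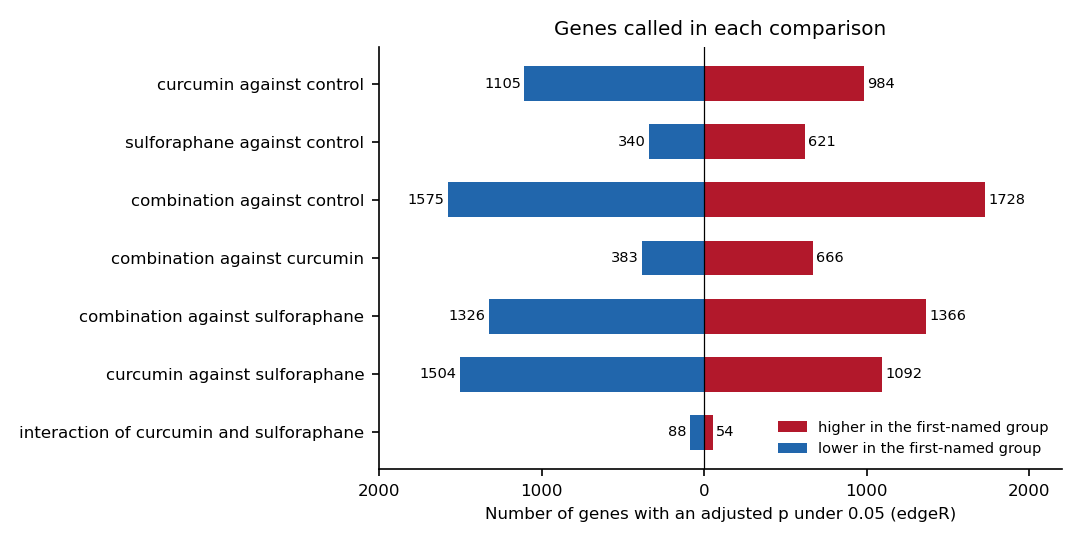
Number of genes with an adjusted p under 0.05 (edgeR) in each of the 7 contrasts; bars to the right are genes higher in the group named at the start of the label and bars to the left are genes lower. The combination against control has the longest bars, with 1728 genes higher and 1575 lower, and the interaction the shortest, with 54 and 88.

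Overlaps of the called genes addressed how far the compounds change the same genes. Of the genes called for curcumin and for sulforaphane against control, 501 were called in both, 293 of them with the same sign and 208 with opposite signs. Adding the fold condition moved this count most, to 53. Curcumin and the combination shared 1658 called genes, 1633 of them (98.5%) with the same sign. Sulforaphane and the combination shared 723, of which 587 (81.2%) had the same sign. The shared counts were 778, 2063 and 1085 with the replicate block. In all 3 comparisons with control 438 genes were called, and 1360 genes were called for the combination alone, 368 for curcumin alone and 175 for sulforaphane alone. That a gene passed the threshold in 1 comparison and not in another was not itself a test of a difference.

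Across the 14328 genes, with separate controls on each side, the log2 changes of curcumin and sulforaphane had a Pearson correlation of 0.011 (range -0.0335 to 0.0468 over the 6 assignments of controls). The correlation was 0.575 between curcumin and the combination and 0.388 between sulforaphane and the combination. Genes are not independent replicates, and no p-value was computed. Using all 4 controls in both changes moved the correlation of curcumin and sulforaphane most, to 0.146. Restricting it to genes with a mean CPM of at least 10 turned it to -0.0242.

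The interaction contrast addressed whether the combination changed genes by more or less than the sum of the separate treatments on the log2 scale. It gave 142 genes with an adjusted p under 0.05 (edgeR), 0.991% of those tested, of which 54 were above the sum and 88 below it. The alternatives moved it to between 39 with the fold condition, the largest change as a ratio, and 352 for genes with at least 1 read in any sample, the largest change in number of genes. With limma-trend on FPKM it was 104 (pseudocount 1) and 98 (pseudocount 0.1), and each setting called 92 of the 142 genes with the same sign. With the replicate block, and a mean correlation of same-numbered libraries of 0.109, edgeR called 318 genes, including all 142. On the linear CPM scale, 60 of the 142 genes (42.3%) departed from additivity with the same sign at an adjusted p under 0.05 (limma).

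The largest positive interactions were in *cpt-3*, *clec-61* and *nlp-34*. *cpt-3* (NCBI Gene 190055, a carnitine acyltransferase domain gene on chromosome III, 2082819 to 2088314, WBcel235) had 73 ± 7.41 CPM in the control, 148 ± 37 with curcumin, 60.7 ± 6.83 with sulforaphane and 507 ± 109 with the combination (SD, n = 4). Its interaction was 2.05 (SE 0.2, edgeR adjusted p 2.03e-06). *clec-61* (174613, chromosome II, 10488730 to 10490537) had 4.42 ± 0.918 CPM with sulforaphane, a log2 change of -1.88 against the control (SE 0.17, edgeR adjusted p 1.89e-08), and 15.2 ± 2.38 with the combination (SD, n = 4), an interaction of 1.78 (SE 0.22, edgeR adjusted p 5.92e-05). *nlp-34* (259618, chromosome V, 3978825 to 3979134) had an interaction of 1.54 (SE 0.38, edgeR adjusted p 0.0463). It was past the threshold by a small margin, and not past it in 12 of the 16 fits that each left out 1 replicate. The largest negative interactions were in *clec-209*, C50F7.5 and F55G11.4. *clec-209* (178716, chromosome V, 2351676 to 2352932) had 34.2 ± 20.3 CPM with sulforaphane and 1.93 ± 2.15 with the combination (SD, n = 4), an interaction of -4.53 (SE 0.92, edgeR adjusted p 0.0106). Its replicates spread widely, and limma-trend on FPKM gave an adjusted p of 0.085 with a pseudocount of 1. C50F7.5 (177554, chromosome IV, 7726719 to 7727639) fell from 2030 ± 463 CPM in the control to 642 ± 184 with curcumin and 96.5 ± 11.9 with the combination (SD, n = 4), an interaction of -2.33 (SE 0.22, edgeR adjusted p 1.44e-06). F55G11.4 had 656 ± 57 CPM with curcumin and 5360 ± 239 with sulforaphane (SD, n = 4), an interaction of -2.25 (SE 0.11, edgeR adjusted p 2.94e-12).

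**Figure D3:**
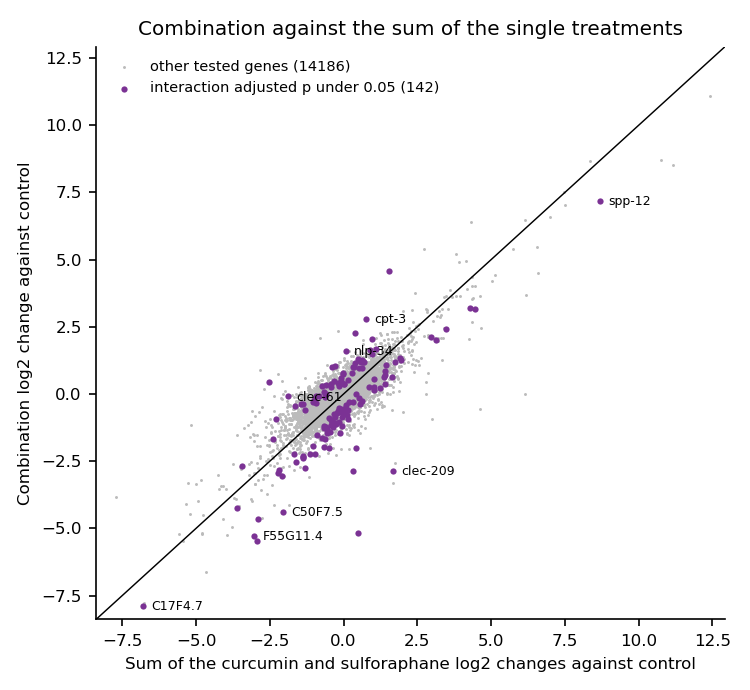
Log2 change of the combination against control (vertical axis) plotted against the sum of the log2 changes of curcumin and sulforaphane (horizontal axis) for the 14328 tested genes; the line marks equality and purple points are the 142 genes with an interaction adjusted p under 0.05 (edgeR). Of the purple points, 54 lie above the line and 88 below it.

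**Figure D4:**
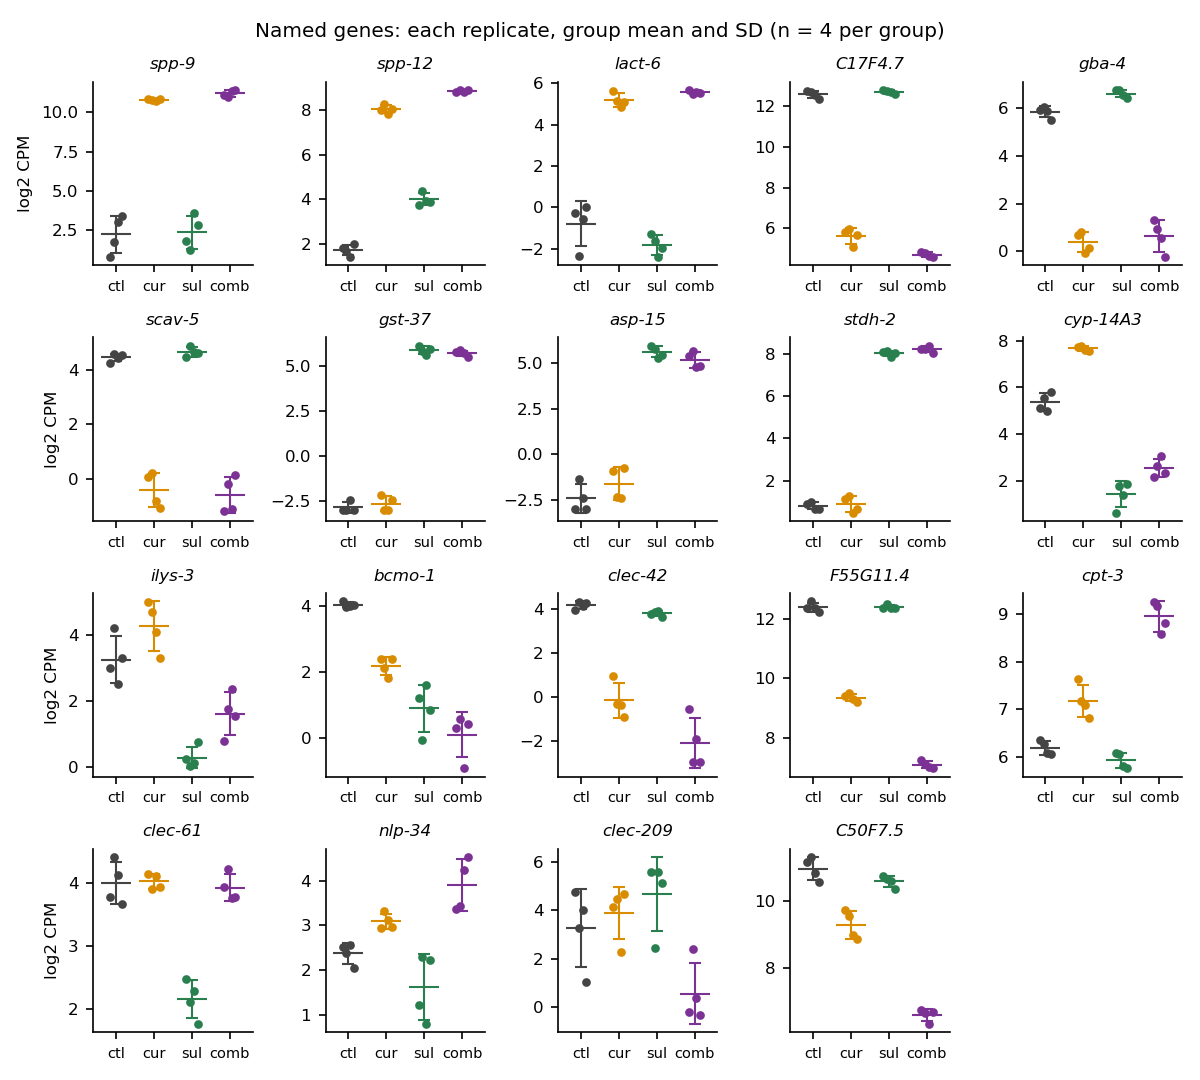
Log2 CPM of the 19 genes named by the rule in control (ctl), curcumin (cur), sulforaphane (sul) and combination (comb); points are the 4 replicates, horizontal lines the group means and bars the SD. For *spp-9* the group means are 5.82 CPM in control and 1780 CPM with curcumin, and for *gst-37* 0.0156 CPM in control and 59.6 CPM with sulforaphane.

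The 16 genes of the fixed list addressed stress response, detoxification, lipid storage and body-wall muscle. Past an adjusted p of 0.05 over all tested genes (edgeR) were 6 genes for curcumin, 7 for sulforaphane, 11 for the combination and 1 for the interaction. Adjusted over the list alone the counts were 7, 9, 11 and 1, and with the replicate block they were 7, 8, 11 and 2. No alternative raised the curcumin count above 8 or the sulforaphane count above 9, both reached with genes with at least 1 read in any sample. When 1 replicate was left out, each of these counts fell as low as 5. The combination count fell to 9 with at least 10 counts in every sample and on both FPKM scales. It rose to 12 with a surrogate variable. Curcumin raised *gst-10*, *sod-3* and *cyp-35A2* and lowered *skn-1*, *hsp-4* and *fat-7*. Sulforaphane raised *gst-4*, *gcs-1*, *skn-1*, *sod-3* and *hsp-4* and lowered *mtl-1* and *cyp-35A2*. The combination raised *gst-4*, *gst-10*, *gcs-1*, *sod-3*, *unc-54* and *myo-3* and lowered *daf-16*, *ctl-2*, *hsp-4*, *cyp-35A2* and *fat-7*. The calls of *skn-1* for curcumin, *mtl-1* for sulforaphane, and *daf-16* and *myo-3* for the combination had edgeR adjusted p-values of 0.0488, 0.0347, 0.0361 and 0.0415, and each was lost under several alternatives. *skn-1*, *sod-3* and *ctl-2* are uncertain, because they overlap genes with 9064, 672 and 7249 counts, against 51333, 5361 and 80620 of their own. *daf-16* and *vit-2* are less so, since the genes they overlap had 53 and 65 counts against 71341 and 13578071.

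*hsp-4* (NCBI Gene 174203, chromosome II, 7350112 to 7352518, WBcel235), a heat shock protein gene, was the listed gene called for the interaction. It had 161 ± 11.8 CPM in the control, 105 ± 4.06 with curcumin, 242 ± 27.6 with sulforaphane and 110 ± 9.8 with the combination (SD, n = 4), an interaction of -0.51 (SE 0.11, edgeR adjusted p 0.0168). *cyp-35A2* (182177, chromosome V, 7362319 to 7364182) had 85.7 ± 7.28 CPM in the control, 140 ± 20.7 with curcumin, 42.6 ± 3.86 with sulforaphane and 52.3 ± 5.73 with the combination (SD, n = 4). Its interaction of -0.41 was not past the threshold (SE 0.14, edgeR adjusted p 0.242), but it was with the replicate block (edgeR adjusted p 0.0189), with genes with at least 1 read in any sample and with a surrogate variable. *gst-4* (177886, chromosome IV, 10142225 to 10143099) had 35.2 ± 4.29 CPM in the control and 74.5 ± 6.54 with the combination (SD, n = 4), a log2 change of 1.08 (SE 0.12, edgeR adjusted p 1.83e-07). *fat-7* (179100, chromosome V, 7151353 to 7153146) fell from 5.86 ± 1.52 to 0.47 ± 0.232 CPM with curcumin (SD, n = 4), a log2 change of -3.65 (SE 0.35, edgeR adjusted p 2.31e-08). *unc-54* (259839, chromosome I, 14855901 to 14863482), a body-wall muscle myosin gene, had 776 ± 71.9 CPM in the control and 1090 ± 184 with the combination (SD, n = 4), a log2 change of 0.49 (SE 0.11, edgeR adjusted p 0.00197), although the replicates of these groups overlapped.

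Gene families addressed whether whole functional classes moved more than the other genes. Past an adjusted p of 0.05 (camera) were 7 of the 13 families for curcumin, 8 for sulforaphane and 10 for the combination, and 7, 9 and 10 with the replicate block. Estimating the inter-gene correlation for each family moved these counts most, to 0, 1 and 2, where 2, 3 and 6 families had an unadjusted p under 0.05. The replicate block and the estimated correlation together gave counts of 0, 1 and 3, where 3, 3 and 7 families had an unadjusted p under 0.05, and added the C-type lectins for the combination. The families past the threshold with the estimated correlation alone were the glutathione S-transferases for sulforaphane, and the glutathione S-transferases and UDP-glucuronosyltransferases for the combination. The 40 glutathione S-transferase genes had a median log2 change of 0.49 with sulforaphane (camera adjusted p 3.41e-19, 17 genes called higher and 2 lower) and 0.46 with the combination (camera adjusted p 7.39e-11). The 62 UDP-glucuronosyltransferase genes had a median of 0.41 with the combination (camera adjusted p 6.26e-13, 34 genes called higher and 5 lower).

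With the fixed correlation of 0.01, the 60 collagen genes had median log2 changes of 0.33 with curcumin (camera adjusted p 3.95e-07), 0.28 with sulforaphane (camera adjusted p 4.08e-05) and 0.37 with the combination (camera adjusted p 2.78e-05). The 37 muscle genes had medians of 0.20 with curcumin (camera adjusted p 4.08e-05) and 0.27 with the combination (camera adjusted p 5.45e-08), where 22 were called higher. The 26 major sperm protein genes had a median of -0.79 with the combination (camera adjusted p 6.8e-05), although camera with the estimated correlation gave an adjusted p of 0.436, and of 0.143 with the replicate block as well. The 33 proteasome genes had a median of 0.15 with sulforaphane (camera adjusted p 2.43e-09), and the 77 ribosomal protein genes one of -0.12 (camera adjusted p 6.88e-08). Every family past the threshold kept the sign of its median under DESeq2 size factors and library size alone. The medians of the cytochrome P450 genes (sulforaphane and combination), the proteasome (curcumin) and the neuropeptides (combination), which were not past it, turned negative under library size alone.

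**Figure D5:**
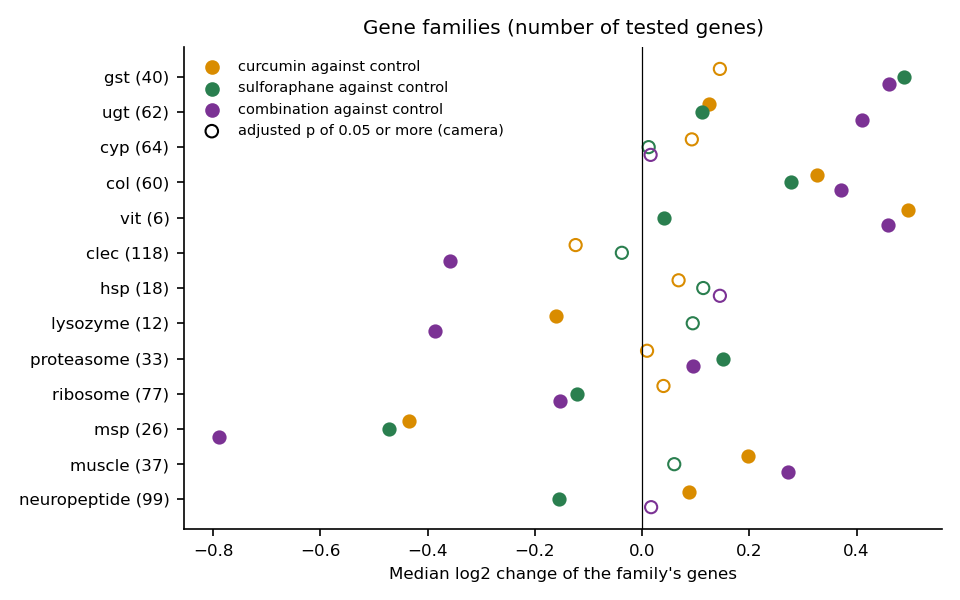
Median log2 change against control of the genes of each of the 13 families for curcumin, sulforaphane and the combination, with the number of tested genes in brackets; filled points have a camera adjusted p under 0.05 and open points do not. The glutathione S-transferases reach 0.49 with sulforaphane and the major sperm proteins -0.79 with the combination; under library size alone 4 of the open points near 0 change sign (cytochrome P450 for sulforaphane and the combination, proteasome for curcumin, neuropeptides for the combination).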

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

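In this part, the replicate block was fixed before the data were examined but was used to ask about replicate number only after its result was seen. The test of additivity on the linear scale and the test of total count for the sample that lay far from its group in the most genes were chosen after the results were seen.

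The combination differed from the sum of the separate treatments on the log2 scale in 142 genes (edgeR). Among the named genes the interaction was positive for *cpt-3* (2.05), *clec-61* (1.78) and *nlp-34* (1.54). It was negative for *clec-209* (-4.53), C50F7.5 (-2.33), F55G11.4 (-2.25), *spp-12* (-1.53), C17F4.7 (-1.08) and *hsp-4* (-0.51). For *spp-12* the combination still had the highest expression. Its means were 3.23 CPM in control, 16.1 with sulforaphane, 270 with curcumin and 467 with the combination. The combination was above curcumin by a log2 change of 0.79 (SE 0.09, edgeR adjusted p 2.03e-06). The negative value therefore means a rise smaller than the sum of the log2 changes. What drew attention was that the effect of each compound differed between worms with and without the other, by a direct test of that difference.

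Several technical explanations were examined for the 142 genes. With library size alone in place of TMM factors, 93% of them were called with the same sign, so the TMM factors did not account for most of them. The interactions shifted by a median of 0.0106 over all genes, and both settings scale by library size. Library size itself was therefore not tested as a cause. DESeq2 size factors in edgeR, the scaling that the authors' FPKM values carry, kept 94.4%. Limma-trend on those FPKM values called 64.8% of them with the same sign, a loss of which the scaling explains little. Among genes with at least 10 counts in every sample, 95.1% were called with the same sign, so low counts at the floor of the log scale did not account for most of them either. With replicate number as a block, 100% were called with the same sign. Each group holds every number once, so the block could hardly move the interactions and is not a separate test of replicate number. When the residuals of an additive model were regrouped within replicate number and tested by limma-trend, 2 of the 100 splits gave as many genes, the real one included. The real data gave 148 genes by this test, and the other split gave 202.

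The scale of the model remains as an explanation for part of the genes. On the linear CPM scale 60 of the 142 genes (42.3%) departed from additivity with the same sign (limma), so the log scale alone does not explain those. The others were not shown to be additive on the linear scale, but for them the interaction may be a property of the log scale. GC content and reads shared between paralogs were not tested for these genes. Because these explanations are open, the interaction is not called biological here. For *nlp-34* and *clec-209* the evidence is weaker still, since *nlp-34* was past the threshold by a small margin and the replicates of *clec-209* spread widely.

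In 7 of 160 groups of 4 values, 1 sample lay so far from the others that the gap took most of the group's range, and 8 such groups are what chance gives. Sulforaphane replicate 1 had a total count of 14315538 against 15744460 to 15839232 in the others, a gap of 0.938 of the range. It also had a ribosomal RNA share of 1.63% against 2.14% to 2.16%, a gap of 0.962 of the range. Control replicate 3 had the 1 count of *gst-37* in the control group, where the other libraries had 0, so the gap was 1 times the range. The remaining gaps were 0.923 of the range for F55G11.4 in sulforaphane replicate 2, 0.851 for *clec-209* in sulforaphane replicate 2, 0.862 for *mtl-1* in control replicate 4 and 0.888 for *hsp-4* in combination replicate 4.

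Sulforaphane replicate 2 was the sample with the most such genes, namely 2, and its total count of 15839232 was the highest of its group. By the criterion set for this test, a total at either end of the group, library size would be an explanation. However, replicates 3 and 4 had nearly the same totals (15756747 and 15744460), and this sample was the highest for F55G11.4 and the lowest for *clec-209*, which a difference in library size would not produce. No biological explanation was tested for these samples, and their number is no larger than chance gives.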

How the results depend on the processing

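Every alternative given here was fixed before the data were examined, except additivity on the linear CPM scale and the replicate block with an estimated correlation for families, which were chosen after the results were seen. Apart from the fall of the interaction with FPKM, no cause was tested for the changes listed here.

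The counts of called genes in the 6 pairs of groups stayed within 1.5 times the main counts under other scaling, other filters, the DESeq2 Wald test, limma-trend on FPKM, a surrogate variable and a fit to only the groups compared. The exceptions were the replicate block and the added fold condition. With the replicate block sulforaphane against control rose from 961 to 1469, the genes shared by curcumin and sulforaphane from 501 to 778, those shared by sulforaphane and the combination from 723 to 1085, and the interaction from 142 to 318. The interaction also rose to 352 with at least 1 read in any sample, to 224 with the DESeq2 Wald test and to 231 with a surrogate variable. Of the 142 interaction genes, 136, 139 and 142 were called with the same sign under these 3 settings. It fell to 104 and 98 with limma-trend on FPKM with a pseudocount of 1 and 0.1, where 92 of the 142 (64.8%) were called with the same sign. DESeq2 size factors in edgeR, the scaling that the FPKM values carry, kept 134 (94.4%), so the scaling explains little of that loss. On the linear CPM scale (limma) 126 genes were called, 60 of them among the 142 with the same sign and 1 with the opposite sign. The interaction in the fixed list rose from 1 to 2 genes with at least 1 read in any sample, with the replicate block and with a surrogate variable.

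The fold condition of at least 2 lowered the counts to 433 (curcumin), 209 (sulforaphane) and 821 (combination) against control. It lowered them to 234 for the combination against curcumin, 575 for the combination against sulforaphane, 659 for curcumin against sulforaphane and 39 for the interaction. The shared genes fell to 53, 327 and 147 for curcumin with sulforaphane, curcumin with the combination, and sulforaphane with the combination. With library size alone the share of higher genes for sulforaphane moved by -11.2 percentage points, from 64.6% to 53.4%. For the combination against control it went from 52.3% to 43.1%, so lower genes became the majority. For the combination against sulforaphane it went from 50.7% to 49.2%, and to 48.9% with DESeq2 size factors, which also moved curcumin against control from 47.1% to 50.1%. It went from 63.5% to 54.2% for the combination against curcumin and from 42.1% to 47.6% for curcumin against sulforaphane with library size alone. For curcumin against control, the combination against control and the combination against sulforaphane the direction with more genes therefore depends on the scaling. The majority kept its direction for sulforaphane against control, the combination against curcumin, curcumin against sulforaphane and the interaction under both scalings. Other settings moved it too. With the fold condition the share of higher genes was 49.6% for the combination against curcumin and 45.9% for the combination against control. For the latter it was 49.8% with the replicate block. For curcumin against control it was 52.5% with at least 1 read in any sample. Sulforaphane against control, curcumin against sulforaphane and the interaction kept their majority under these 3 settings.

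Leaving out 1 replicate at a time gave 1729 to 2002 genes for curcumin, 728 to 894 for sulforaphane and 2906 to 3213 for the combination against control. It gave 868 to 1011 for the combination against curcumin, 2265 to 2502 for the combination against sulforaphane, 2203 to 2426 for curcumin against sulforaphane, and 105 to 156 for the interaction. Of the main calls, 1407 of 2089 (67.4%), 569 of 961 (59.2%), 2332 of 3303 (70.6%) and 86 of 142 (60.6%) were kept in every such fit for curcumin, sulforaphane, the combination and the interaction.

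The correlation of curcumin and sulforaphane (0.011) was 0.146 with all controls in both changes and -0.0242 for genes of mean CPM of at least 10. That of curcumin and the combination (0.575) was 0.716 with all controls, 0.669 for genes with at least 10 counts in every sample, 0.643 on log2(FPKM + 1), 0.73 for genes of mean CPM of at least 10 and 0.462 by Spearman's coefficient. That of sulforaphane and the combination (0.388) was 0.533, 0.356, 0.406, 0.46 and 0.213 under the same settings, and 0.362 to 0.396 when 1 treated replicate was left out. None of these settings removed differences between replicate numbers, which can lower the correlations with separate controls.

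The family counts of 7, 8 and 10 fell to 0 for curcumin, 1 for sulforaphane and 2 for the combination when camera estimated the correlation per family, where 2, 3 and 6 families had an unadjusted p under 0.05. The replicate block and the estimated correlation together gave 0, 1 and 3, with 3, 3 and 7 at an unadjusted p under 0.05. With the fixed correlation and no block they were 5 to 9, 7 to 9 and 10 to 10 when 1 replicate was left out. The camera direction of the lysozymes for sulforaphane (median 0.0944) reversed with the replicate block, alone and with the estimated correlation, and the proteasome median for curcumin ran from -0.00661 to 0.0275 when 1 replicate was left out. Over 624 combinations of a family result and a setting, 541 kept their camera direction and side of the threshold, 60 lost the threshold, 20 gained it and 3 changed camera direction. The camera direction compares a family with the other genes, so it can stay when the median changes sign. The median changed sign in 12 of the 624, of which 1 also changed camera direction. These 12 were in 5 results not past the threshold, and 4 of them were with library size alone.

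For the named genes, 1602 of 1726 such combinations kept direction and side, 61 lost the threshold, 23 gained it and 40 changed direction. The changes of direction were in log2 changes that were not past the threshold. *ctl-2* for sulforaphane was 0.003 with DESeq2 size factors, 0.011 with at least 1 read in any sample, 0.003 by the DESeq2 Wald test and 0.007 on both FPKM scales. *gcs-1* for curcumin was -0.013 and *vit-2* for sulforaphane -0.031 with library size alone, and with a surrogate variable they were -0.022 and -0.016, with *hsp-16.2* for the combination at -0.069. With at least 1 read in any sample the interactions of *skn-1* and *unc-54* were -0.013 and -0.01. When 1 replicate was left out, the range for curcumin was -0.043 to 0.053 for *gcs-1*, -0.005 to 0.1 for *daf-16*, -0.033 to 0.427 for *hsp-16.2* and -0.032 to 0.076 for *hsp-6*. For sulforaphane it was -0.038 to 0.04 for *ctl-2* and -0.006 to 0.042 for *vit-2*. For the interaction it was -0.35 to 0.024 for *gst-10*, -0.119 to 0.004 for *gcs-1*, -0.025 to 0.067 for *skn-1*, -0.234 to 0.061 for *mtl-1*, -0.851 to 0.005 for *fat-7* and -0.077 to 0.117 for *unc-54*.

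The requirement of at least 10 counts in every sample gave no value for *gst-37*, *asp-15*, *lact-6*, *scav-5*, *clec-42*, *bcmo-1* and *fat-7*, which had fewer counts in some libraries. Depth limits the size of the fold change of *gst-37* and *asp-15*, whose control libraries had at most 1 and 4 counts.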

Other observations

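Apart from the regroupings of the samples, the tests in this part were chosen after the pattern they concern was seen, including those of the CUB-like domain, which was itself picked from a scan of many domains.

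Other groupings of the same samples were tried for the counts of called genes. For each pair of groups, 8 splits of the 8 samples part every same-numbered pair as the real split does, and the other 27 of the 35 splits, which keep some same-numbered samples together, were not run. As many genes were called in 1 of the 8 splits, the real one, for each of the 6 pairs: curcumin, sulforaphane and the combination against control, the combination against curcumin, the combination against sulforaphane, and curcumin against sulforaphane. The other 7 splits called 0 genes, except for 1 gene in 2 of them for the combination against curcumin. At an unadjusted p under 0.05 they had 280 to 1324, 216 to 805, 263 to 1503, 314 to 1131, 295 to 1332 and 258 to 1293 genes, in that order of pairs. With 8 splits the share cannot fall under 0.05. For families, as many were past the threshold in 2 of the 8 splits for curcumin, 1 of the 8 for sulforaphane and 1 of the 8 for the combination. The other splits gave 1 to 8, 0 to 6 and 2 to 9 families, with 2 to 8, 0 to 8 and 3 to 10 at an unadjusted p under 0.05. The higher of these came from the 4 splits in which 3 of the 4 pairs keep their places relative to each other, which still carry part of the treatment difference: 4 to 8, 6 to 6 and 5 to 9 families. The 3 splits that balance the treatments gave 1 to 3, 0 to 2 and 2 to 4. For sulforaphane and the combination the real split was the highest of the 8, and 1 of 8 is the smallest share this design can give. For curcumin 1 other split gave 8 families against 7.

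The interaction was also tested for families. Past an adjusted p of 0.05 over 13 tests (camera) were the collagens with a median of -0.26 (adjusted p 0.000152), the lysozymes with -0.37 (adjusted p 0.0141) and the proteasome with -0.056 (adjusted p 0.0212). These medians stayed negative with DESeq2 size factors and with library size alone, and the same 3 families were past the threshold with the replicate block. With the inter-gene correlation estimated per family 0 were past it, and 0 had an unadjusted p under 0.05.

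The 293 genes called for curcumin and sulforaphane with the same sign changed in the combination by a median of 0.88 in that direction, where the sum of the separate changes had a median of 1.05. Because these genes were selected for their changes, selection on noise was tested by choosing genes in 2 replicate numbers and measuring them in the other 2. The median interaction in the direction of the changes was between -0.442 and -0.124 over the 6 ways to do so, thus below 0 in each. In simulated additive data it lay between -0.024 and 0.039. Selection on noise did not account for the shortfall. The other technical checks were made on the 142 interaction genes and not on this set. The shortfall was measured on the log2 scale alone, and no result on the linear CPM scale is given for this set. The scale of the model may therefore account for it. That the compounds saturate a shared response is a hypothesis that was not tested.

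The 208 genes called with opposite signs mostly had curcumin's sign in the combination (82.2%). In the combination 131 were called with curcumin's sign, 19 with sulforaphane's and 58 were not called. The median size of the change in these genes was 0.79 with curcumin and 0.48 with sulforaphane. In replicates not used to select the genes, the share with curcumin's sign was 64.7% to 82.9%, so selection on noise did not account for it. The larger changes of curcumin could account for the direction. In those replicates the sum of both changes also had curcumin's direction, with medians of 0.18 to 0.57 against 0.40 to 0.74 for the combination. In each of the 6 ways to choose the replicates the combination's median was the larger, so the sum of the log2 changes did not reach its size. No result on the linear CPM scale is given for these genes either.

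A scan of 314 protein domains with at least 8 tested genes, over the 3 comparisons with control and the interaction, made 1256 tests, of which 51 were past an adjusted p of 0.05 (camera). The 48 genes with a CUB-like domain had a median log2 change of -1.11 with curcumin (36 called lower and 3 higher, camera adjusted p 1.29e-32), 0.40 with sulforaphane (25 called higher and 1 lower, camera adjusted p 1.14e-09) and -1.17 with the combination (camera adjusted p 2.53e-18). With library size alone the median closest to 0 was 0.364, for sulforaphane, and the 3 directions were unchanged. With the replicate block the larger p of curcumin and sulforaphane was 4.46e-11, and without the 5 genes with the largest change it was 1.61e-10 (camera). The block left the 3 medians unchanged, because each group holds every number once. It was therefore not a test of replicate number as a cause. With the correlation estimated from the data (0.128) the p-values were 9.32e-05 for curcumin and 0.00855 for sulforaphane (camera). When 1 gene was kept for each of the 10 tandem clusters, the larger p was 0.384 (camera), and the median for sulforaphane was -0.259, so its rise was not seen. The medians for curcumin and the combination stayed negative, at -0.888 (camera p 0.0688) and -0.766 (camera p 0.0781), over these 10 genes. The gene kept was the first of its cluster by position, and it still carries any reads shared with the others. The test therefore does not measure shared reads. For sulforaphane it shows only that the rise was not seen in these 10 genes. The rise may reflect reads shared between neighbouring paralogs or regulation of a few clusters, and neither was tested. The fall with curcumin kept its direction. The test on 10 genes (camera p 0.0688) does not settle whether shared reads contribute to this fall, for the same reason and since its power was not measured. GC content was not tested.

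Expression differed by replicate number in 878 genes (edgeR, 6.13% of those tested). In 40 shuffles of the numbers within groups, 1 gave as many genes, the real numbering, and the others gave at most 9. With the ribosomal RNA share as a covariate 27.1% of these genes were still called, and with the total count 77.1% were. A difference in the ribosomal RNA share between preparations is a candidate explanation. The share was lowest in replicate 4 of the control, curcumin and combination groups, so it overlaps with replicate number. The fall to 27.1% therefore cannot tell a cause from a correlate. In the sulforaphane group replicates 2, 3 and 4 had nearly equal shares (2.14% to 2.16%), although their component 3 values ran from 13.93 to -10.2. Whether libraries with the same number were prepared together is not given by the labels, and no biological explanation was tested.

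Major sperm protein genes summed to 84.1 ± 32.9 CPM in the control, 60.3 ± 25.3 with curcumin, 57.4 ± 13.8 with sulforaphane and 43.3 ± 13.8 with the combination (SD, n = 4). A hypothesis was that incompletely sterile animals contributed sperm RNA. After removal of group means, the 26 major sperm protein genes and 17 other sperm genes had a Pearson r of 0.804 over the 16 samples (permutation p 4e-04) and a Spearman rho of 0.779 (permutation p 7e-04). Without the 2 samples farthest from the median r was 0.749. Each replicate number holds 4 samples, too few to compute r within it. After the means of the replicate numbers were removed as well, r was -0.138, so the relation may rest on differences between replicate numbers. The other sperm genes were not past the threshold against control (camera p 0.318, 0.107 and 0.2 for curcumin, sulforaphane and the combination). Their median log2 changes were all negative, at -0.201, -0.204 and -0.267. No test of them with the replicate block is given, so a fall of these genes is not excluded. Each group holds every replicate number once, so the numbers cannot produce the difference between groups, and within every number the control had the highest sum and the combination the lowest. The fall of the major sperm proteins can not be told apart from a difference in sperm RNA of incompletely sterile animals.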
